A study of Homo sapiens with 8 samples. Its data were reported in "RNA-Sequencing Based microRNA Expression Signature of Colorectal Cancer: The Impact of Oncogenic Targets Regulated by miR-490-3p" (2021).

How the data were processed

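The series holds 8 Agilent 2-colour expression arrays of human cancer cell lines, all on 1 slide. On each array the Cy3 channel held RNA of mock cells, labelled as without transfection, and the Cy5 channel held RNA of the same cell line after transfection of a mature miRNA or a small interfering RNA (siRNA) with a lipid reagent. The groups were miR-139-5p and miR-139-3p (each 1 array in A498 and 1 in 786-O), si-GINS1 (siRNA 1 and siRNA 2 in MDA-MB-231), miR-490-5p (1 array in HCT116) and miR-490-3p (1 array in HCT116). Replicates of the miR-139 groups are therefore cell lines, and replicates of si-GINS1 are siRNAs. No array had its dyes swapped, so a probe that takes up Cy3 and Cy5 unequally shows a ratio away from 0 on every array. The labels do not say whether the pair of arrays of a cell line carried the same mock extract.

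Per the file headers, the authors scanned the slide and processed it with Agilent Feature Extraction. The intensity columns they deposited are the mean brightness of each spot and the median of its local background in each channel, on a linear scale and not normalized. The authors also deposited a log10 ratio of Cy5 over Cy3 per spot, made by the scanner software after its own background and dye corrections. The deposited value table of the whole series held the same log10 ratios, with a largest difference of 0, so both count as 1 alternative, called the scanner log ratio here and converted to log2. All columns of that series table found a sample.

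Each array held 62976 spots, of which 2075 were control spots. The spots measured 58201 probes. Between 112 and 194 spots per array carried an outlier flag and were left out, and 0 spots were saturated. Background was corrected with normexp and an offset of 50 in limma 3.58.1 under R 4.3.3, the log2 ratio of Cy5 over Cy3 was normalized within each array by loess fitted without control spots, and spots of a probe were averaged. The offset pulls the ratio of dim probes toward 0. All log2 ratios below are transfected over mock. The package that read the data (data.table) was version 1.17.8, and later steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

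Probes were named by matching the RefSeq accession in the array annotation to a table of symbols. Of 33080 probes with such an accession 31104 matched, and the symbol differed from that in the annotation for 3367 of them. The annotation's own name was kept otherwise. In all, 56694 probes carried a gene name, for 42072 genes, and 10862 genes had more than 1 probe. Where a gene had several probes, the probe with the highest mean log2 intensity over the 8 arrays stood for it. Probe positions are those of the array annotation on hg19. Exon and untranslated region boundaries were not used here.

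The 3 groups with 2 arrays were tested with limma (lmFit and eBayes) on the log2 ratio against 0, in 1 fit of all 8 arrays with 5 group coefficients and 3 residual degrees of freedom, so that the groups shared an estimate of the spread. Probes entered a test when they were well above background, by the scanner software's flag, in at least 1 channel on every array of the group. Values of p were adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 was called changed. The ratio against 0 leaves out the spread of the mock itself. The strands of miR-139 were compared by a contrast in the same fit. The arrays of each strand pair by cell line, and the deviations of the miR-139-5p and miR-139-3p arrays of a cell line from their group means had a correlation of 0.0753 over 22179 probes. The miR-490 groups had 1 array each, so no spread of their own was known, no test was run there and a rule of size was used, a log2 ratio at or below -1 or at or above 1 in genes well above background in at least 1 channel. A group of 2 arrays set against 0, or of 1, leaves no other splits of the samples to count. The contrast of the strands does leave other splits of its arrays, and these were not counted.

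Gene lists were set on each array by their median log2 ratio, with its percentile among 10000 random lists of the same size matched on mean intensity in 20 bins. A median outside the 2.5 to 97.5 percentiles is described as apart from random lists. The lists were the 38 candidate genes of the study (chosen by the study on the miR-490-3p array itself), 16 interferon response genes, 17 genes of the replicative helicase and replication, 14 proliferation genes and 12 p53 targets. Technical spread was taken from the Cy3 channels of both arrays of a cell line after quantile normalization of the pair. Correlations of log2 ratios were computed across genes for all 28 pairs of arrays, and for pairs within a cell line also in 20 simulations of a shared mock with no effect of transfection. The simulations took their spread from the observed ratios, which include any effect of transfection.

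The planned search for seed matches in 3′ untranslated regions was not run, since 3′ untranslated sequences were not used here. In its place, after the data had been seen, all 7-base words carried by at least 20 probes of 60 bases to RefSeq coding transcripts were ranked by the rank sum of their probes' log2 ratios. The median of a word was set against 10000 random probe sets matched on intensity and base content. Seed matches were the complement of nucleotides 2 to 8 of a strand, or of nucleotides 2 to 7 followed by A. The miR-490 sequences are those the study states, and the miR-139 sequences are the commonly listed mature ones, written from memory and not checked against a database or the files.

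The genes named were fixed by rule before the data were examined: GINS1 on the si-GINS1 arrays, a set of 6 genes on the HCT116 arrays (IRAK1, FUT1, GPRIN2, VDAC1, RAB14 and TNKS2), for each group of 2 the 3 lowest and 3 highest genes past the threshold with the same sign and well above background in both channels of both arrays (or, with fewer than 3, those past 1 log2 unit on both arrays), and for each miR-490 array the 5 lowest and 5 highest genes well above background in both channels. Clone and locus names were left out of the last 2 steps.

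Alternatives were the scanner log ratio, no background correction, median centring in place of loess, both channels well above background, no filter on dim probes, only the arrays compared, the mock as a random block, eBayes with trend and robust, 1 probe per gene, the median of a gene's probes, each replicate left out, cell line as a block for the contrast of the strands, and ratios less the probe's mean over the arrays of the other cell lines (called dye bias removed). An offset of 10 was added after the data had been seen. A slide block was not run, because all arrays lay on 1 slide.

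The tests were checked on simulated data with 200 changed probes among those tested. At a simulated log2 change of 1, limma recovered 70.5% for miR-139-5p (23286 probes), 75% for miR-139-3p (22810 probes), 70.5% for si-GINS1 (27798 probes) and 50% for the contrast of the strands (22179 probes), with between 3 and 11 false calls over all simulations. At a simulated change of 2 it recovered between 86.5% and 94%. In shuffled values of the miR-490-3p array, all 5 lists shifted by 0.5 fell under the 2.5 percentile, and 0 of 5 unshifted lists left the range, over 42070 genes. All 3 words lowered by 0.3 ranked 1 among words on 17736 probes.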

Results

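Gene expression after transfection was measured on 8 arrays, each against mock cells of the same line. A498 and 786-O are renal cancer lines, MDA-MB-231 is a breast cancer line and HCT116 is a colorectal cancer line. Mature miR-139-5p and miR-139-3p, the 2 strands of the miR-139 duplex, were each transfected into A498 and 786-O (n = 2 arrays per strand). Siblings of the same design were 2 siRNAs against GINS1 in MDA-MB-231 (n = 2) and the 2 strands of the miR-490 duplex in HCT116 (n = 1 array each). The small number of arrays limits the precision of every value, and the miR-490 arrays have no replicate.

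Between 24986 and 29690 of 58201 probes were well above background in at least 1 channel of an array. Median spot brightness was between 19.8 and 25.02 in either channel, against a median local background between 14 and 17. Technical spread was small. The Cy3 signals of both mock channels of a cell line differed with an SD of 0.09 log2 units in A498, 0.08 in 786-O, 0.08 in MDA-MB-231 and 0.09 in HCT116, and 4, 3, 0 and 7 genes respectively differed by 1 log2 unit or more. Without background correction these SDs rose, to 0.14 in A498, which was the largest.

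GINS1 encodes a subunit of the GINS complex, part of the replicative helicase, and was the target of both siRNAs. Its only probe (NM_021067, hg19 chromosome 20, 25429111 to 25429170) had a log2 ratio of -1.31 on the siRNA 1 array and -1.92 on the siRNA 2 array. The mean fell by 1.61 log2 units ± 0.43 (SD, n = 2), with an SE of 0.15 and an adjusted p of 0.0174 in limma. On the other 6 arrays the probe lay between -0.11 and 0.55. The alternative that moved the value most among those using both arrays was median centring, at -1.27. With the scanner log ratio the mean was -1.87 and the adjusted p in limma was 0.0560, over the limit of 0.05. It was also over the limit when only the si-GINS1 arrays were fitted (limma adjusted p 0.523) and with a variance trend and robust prior (limma adjusted p 0.0506), both run after the data were seen.

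**Figure D1:**
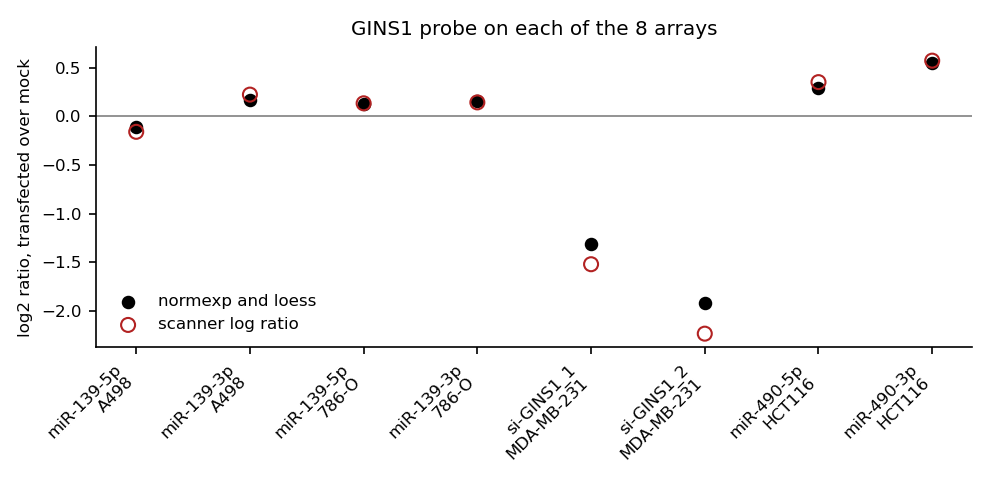
Log2 ratio (transfected over mock) of the GINS1 probe on the vertical axis for each of the 8 arrays on the horizontal axis, 1 point per array, as filled points for normexp and loess and open points for the scanner log ratio. The siRNA arrays lie at -1.31 and -1.92 and the other 6 between -0.11 and 0.55 (filled points).

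The comparison of si-GINS1 with mock asks which transcripts change when GINS1 is lowered. limma called 1936 of 27798 probes changed, 1010 lower and 926 higher. This count rests on the spread shared with the other groups, and moved further with the fit than any other count. It was 0 when only the si-GINS1 arrays were fitted, 0 with a variance trend and robust prior, and 10517 with the mock as a random block. That last fit used a negative correlation within a line (-0.672), where a shared mock would give a positive one. Leaving out the siRNA 1 array gave 6721 calls and leaving out the siRNA 2 array gave 9468. The arrays of the siRNAs also differed gene by gene. Of 20886 genes measured on both, 469 lay at or below -1 with siRNA 1 and 281 with siRNA 2, and 51 with both, against 6.31 if the arrays were independent. At or above 1 there were 215 and 130 genes, and 10 were shared against 1.34. A shared mock and dye bias raise these overlaps too, so they do not measure a shared response. Another 11 genes lay at or below -1 with siRNA 1 and at or above 1 with siRNA 2, and 10 the other way.

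Among the lowest genes past the threshold, C1QTNF5 had a mean log2 ratio of -2.50 ± 0.10 (SD, n = 2; limma adjusted p 0.0107), but its probe lay at or below -2.04 on all 8 arrays and at -0.18 with dye bias removed. CPD (NM_001304, chromosome 17, 28795047 to 28795106) lay at -1.99 ± 0.16 (SD, n = 2; limma adjusted p 0.0113) and TIMP3 (NM_000362, chromosome 22, 33258540 to 33258599) at -1.98 ± 0.13 (SD, n = 2; limma adjusted p 0.0107). CPD was also below 0 on the other arrays, between -0.66 and -0.22, and TIMP3 there lay between -0.02 and 0.04. The highest were CXCL1 (NM_001511, chromosome 4, 74736850 to 74736909) at 2.30 ± 0.28 (SD, n = 2; limma adjusted p 0.0149), CXCL2 (NM_002089, chromosome 4, 74962985 to 74963044) at 1.80 ± 0.17 (SD, n = 2; limma adjusted p 0.0252) and DPH3 (NM_206831, chromosome 3, 16302111 to 16302170) at 1.42 ± 0.50 (SD, n = 2; limma adjusted p 0.0264). Each of these 3 had a second, lower probe, and the median of both probes was 1.78 for CXCL1, 1.45 for CXCL2 and 0.94 for DPH3.

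For miR-139, each strand was compared with mock over both renal cancer lines. Under miR-139-5p limma called 3 of 23286 probes, all lower, with 593 at an unadjusted p under 0.05. The probes were those of ACTL8 at -2.58 (NM_030812, chromosome 1, 18153390 to 18153449), C1QTNF5 at -2.20 (NM_015645, chromosome 11, 119209895 to 119209954) and SMAD1-AS1 at -1.04 (NR_126371, chromosome 4, 146438204 to 146438263), each with an adjusted p of 0.0473. ACTL8 and SMAD1-AS1 were named after their values were seen. All 3 probes were below 0 on all 8 arrays, and all 3 were also called for si-GINS1. The count was 0 with dye bias removed, and the scanner log ratio gave the highest count, 7.

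Under miR-139-3p limma called 0 of 22810 probes, with 1011 at an unadjusted p under 0.05. The scanner log ratio moved this count most, to 13. The rule for named genes gave only C1QTNF5, at -2.25 ± 0.29 (SD, n = 2; limma adjusted p 0.0612). The contrast of the strands, in which a dye bias common to the arrays and a shared mock leave the comparison, gave 0 of 22179 probes, with 151 at an unadjusted p under 0.05, and 0 in every alternative run. Simulated changes of 1 log2 unit were recovered in 70.5% of probes for miR-139-5p, 75% for miR-139-3p and 50% for the contrast, and smaller changes were not simulated. The simulation gave a probe the same spread on every array.

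By the rule of size, on the renal cancer arrays 14 genes lay at or below -1 with miR-139-5p in A498, 34 with miR-139-3p in A498, 7 with miR-139-5p in 786-O and 5 with miR-139-3p in 786-O. In HCT116 the counts were 232 lower and 65 higher of 21046 genes with miR-490-5p, and 142 lower and 88 higher of 21366 with miR-490-3p. The mock channels of HCT116 differed by as much in 7 genes, those of A498 in 4 and those of 786-O in 3, so the counts in 786-O stand little above that spread. The scanner log ratio gave the largest counts, 806 lower with miR-490-5p and 843 with miR-490-3p. Median centring left 70 lower and 253 higher with miR-490-3p.

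The 2 HCT116 arrays shared many of these genes. Of 20328 genes measured on both, 61 lay at or below -1 on both, against 1.58 if the arrays were independent, 26 lay at or above 1 on both and 1 went opposite ways. A shared mock and dye bias would raise this overlap as well. The direct difference of the strands, miR-490-3p minus miR-490-5p, which takes out a probe's dye bias, left 90 genes at or below -1 and 174 at or above 1 of 20326. The scanner log ratio gave 1026 and 940.

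On the miR-490-3p array the lowest genes were ACTL8 at -2.21, which has the same probe as above, CSRP1 at -2.14, ESRP1 at -2.04, TMEM125 at -2.00 and NIBAN1 at -1.87. ACTL8 lay at 0.50 with dye bias removed, and its second probe was at 0.11 with miR-490-3p and 0.04 with miR-490-5p. A second probe of CSRP1 was at -0.18. The lowest values on the other 7 arrays were -2.05 for the NIBAN1 probe and -1.42 for that of ESRP1. The highest were MYBPH at 3.09, KRTAP2-3 at 2.52, SNAR-G1 at 2.51, SNAR-B2 at 2.23 and SNAR-D at 2.23. The SNAR genes are near-identical copies whose probes cannot be assigned to 1 copy, and a second SNAR-G1 probe lay at -0.02. On the miR-490-5p array the lowest were ACTL8 at -2.79, MAL2 at -2.40 (second probe at -0.69), PDIA4 at -2.39, ASNS at -2.37 and HSPA5 at -2.35, and the highest were TRIML2 at 2.17, SCARNA20 at 1.86, SCARNA11 at 1.83, SCARNA8 at 1.79 and HINT3 at 1.76. On the other arrays SCARNA20 lay between -1.58 and 1.18, SCARNA11 between -1.09 and 1.27 and SCARNA8 between -0.65 and 1.52. There TRIML2 reached 1.03, HINT3 1.12, PDIA4 -1.57, HSPA5 -1.41 and ASNS -1.18, while MAL2 fell no lower than -0.39.

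The study used the miR-490-3p array to find targets of that strand. For IRAK1 it also reported less mRNA and protein after miR-490-3p in HCT116 and in another colorectal cancer line. A reporter carrying the IRAK1 site was lowered too, and one with the site deleted was not. The arrays do not bear on those assays. IRAK1 (NM_001569, chromosome X, 153276841 to 153276900) had a log2 ratio of -0.63 with miR-490-3p and -0.34 with miR-490-5p. By the scanner log ratio these were -1.06 and -0.50, and a second IRAK1 probe lay at -0.32 with miR-490-3p. FUT1 (NM_000148, chromosome 19, 49251268 to 49251325) lay at -1.24 and -0.34. GPRIN2 (NM_014696, chromosome 10, 47000509 to 47000568) lay at -0.59 and -0.08, with a scanner log ratio of -2.31 on the miR-490-3p array, the widest gap of these genes between the corrections. The GPRIN2 probe reached -0.70 on another array and lay at -0.33 with miR-490-3p when dye bias was removed. VDAC1 (NM_003374, chromosome 5, 133307902 to 133307961) lay at -1.34 and 0.26, and its second probe at -0.61 with miR-490-3p. RAB14 (NM_016322, chromosome 9, 123940418 to 123940477) lay at 0.06 and 0.23, and TNKS2 (NM_025235, chromosome 10, 93624141 to 93624200) at -0.17 and 0.08.

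Of the study's 38 candidate genes, 34 were below 0 on the miR-490-3p array and 9 lay at or below -1. Their median log2 ratio was -0.69, below all 10000 random lists. The study chose the list on this array, so neither that level nor the difference from another array is independent evidence. On the other 7 arrays the median lay between -0.11 and 0.02. It was nevertheless apart from random lists with miR-490-5p (-0.11, percentile 0.06), with miR-139-3p in A498 (-0.05, percentile 0.51) and 786-O (-0.03, percentile 1.19), and with siRNA 2 (-0.06, percentile 2.25). Under median centring the miR-490-5p value was within random lists (0.0045, percentile 8.53), but not by the scanner log ratio (0.42). The 786-O value was within them by the scanner log ratio (7.87) and with the offset of 10 (3.13), but not under median centring (0.08). With miR-490-3p 32 of the 38 were lower than with miR-490-5p, with a median difference of -0.31. The scanner log ratio moved the candidates most, to a median of -1.17 with 28 genes at or below -1. With any probe of a gene all 38 were at or below -1 by that ratio, and 17 of the 38 had more than 1 probe. The values given here therefore depend in part on the choice of probe. MPZL3 lay at 0.56 here, but another of its probes had a scanner log ratio of -1.08. HKDC1 and STT3A, singled out after their values were seen, lay at or below -1 with both strands, at -1.43 and -2.01 for HKDC1 and at -1.42 and -1.25 for STT3A (miR-490-3p, then miR-490-5p).

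**Figure D2:**
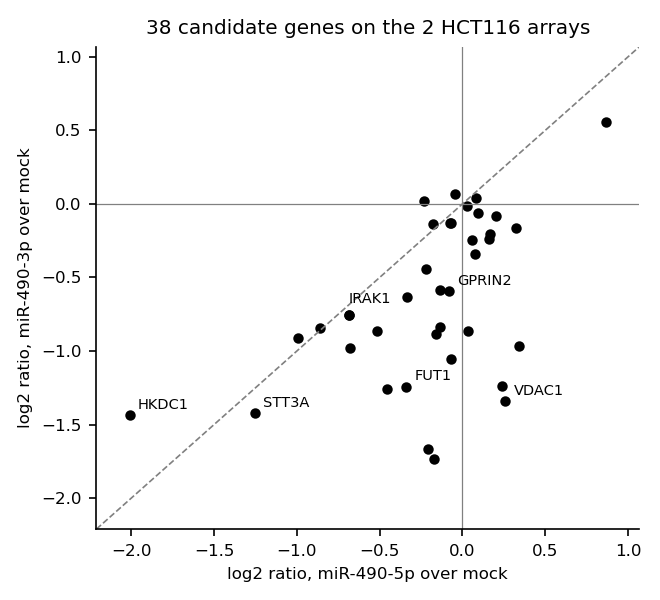
Log2 ratio with miR-490-3p over mock (vertical axis) against that with miR-490-5p over mock (horizontal axis) for 38 candidate genes in HCT116, 1 point per gene and 1 array per axis, with the line of equal ratios dashed. The median lies at -0.69 on the vertical and -0.11 on the horizontal axis, and 32 genes lie below the dashed line.

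The replication and proliferation lists moved in opposite directions on the si-GINS1 arrays. The replication list had a median of 0.52 with siRNA 1 (percentile 99.99) and -0.71 with siRNA 2 (below all 10000 random lists). The proliferation list had 0.26 (percentile 95.4) and -0.73 (below all random lists). Median centring, which raised the median of genes well above background to 0.18 with siRNA 1 and 0.08 with siRNA 2, gave 1.14 and -0.48 for replication. limma called 0 of the 17 replication genes over all probes tested and 0 adjusted over the list alone, 1 of 14 proliferation genes by either, 2 of 12 p53 targets by either and 0 of 16 interferon genes by either. Of 28 study candidates tested it called 4, and 5 adjusted over the list alone. For both miR-139 strands it called 0 genes of all 5 lists, also adjusted over the list alone.

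The interferon response list lay at -0.28 with miR-139-5p and -0.91 with miR-139-3p in A498, at -0.51 and -0.15 with siRNA 1 and siRNA 2, and at 0.44 with miR-490-3p, each apart from random lists. The siRNA 2 value stood just past the limit, at percentile 2.49. It was within random lists by the scanner log ratio (percentile 6.0), under median centring (4.03) and with the offset of 10 (3.55). Without background correction it stayed apart (2.43). With miR-139-5p in 786-O the interferon list lay at only 0.06, yet at the 99.3 percentile, where spread between genes was small. It was within random lists with miR-139-3p in 786-O (-0.04) and with miR-490-5p (-0.02). Only 12 of its 16 genes were well above background on the HCT116 arrays. In A498 the proliferation list lay at 0.14 and 0.12, in 786-O at -0.08 and -0.08, and in HCT116 at 0.22 and 0.27 with miR-490-5p and miR-490-3p. The p53 list lay at 0.18 and 0.06 in A498, -0.04 and -0.04 in 786-O, 0.04 and -0.01 on the si-GINS1 arrays, and 0.21 and 0.07 in HCT116. The replication list stayed between -0.15 and 0.07 on the 6 arrays without an siRNA, although the 0.07 with miR-139-5p in 786-O stood apart from random lists (percentile 98.9).

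**Figure D3:**
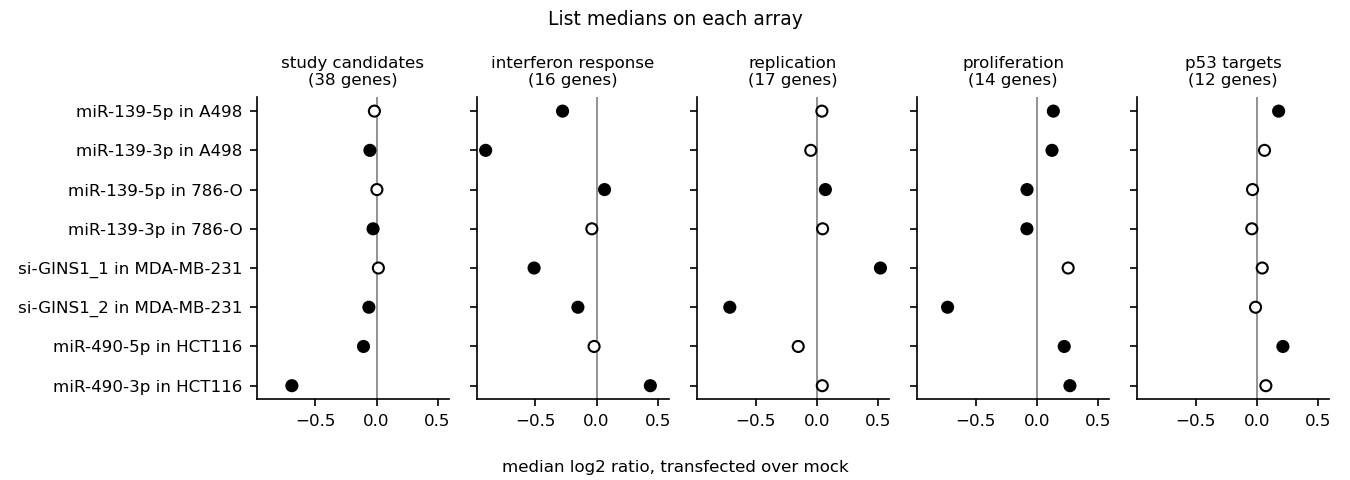
Median log2 ratio (transfected over mock, horizontal axes) of 5 gene lists on each of the 8 arrays, 1 point per array, filled where the median lies outside the 2.5 to 97.5 percentiles of 10000 random lists. The replication list lies at 0.52 with siRNA 1 and -0.71 with siRNA 2, and the study candidates at -0.69 with miR-490-3p.

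Across genes, which are not independent replicates, the correlation of log2 ratios was 0.586 between the 786-O arrays, 0.419 between the HCT116 arrays, 0.228 between the A498 arrays and 0.193 between the si-GINS1 arrays. A shared mock with no effect of transfection gave 0.228, 0.460, 0.331 and 0.477 in simulation for these pairs. Only the 786-O pair exceeded its simulated value. The simulation took the observed spread of each array, any effect of transfection included, and split it equally between mock and transfected RNA after measurement error. A wide response thus moves the simulated value toward 0.5. A pair below its simulated value may therefore still share a response. Arrays of the same strand in different lines correlated at 0.292 for miR-139-5p and 0.427 for miR-139-3p, and the 22 pairs that differ in cell line and transfection lay between 0.0466 and 0.316, with a median of 0.144. Among the 22, opposite strands in the renal lines gave 0.292 (miR-139-5p in A498) and 0.316 (miR-139-3p in A498). The same-strand value of miR-139-5p did not stand apart from these. The 786-O pair was at 0.348 by the scanner log ratio and at 0.825 with dye bias removed, which takes the same probe means off both arrays.

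Probes that carry a seed match of the transfected strand, a search chosen after the data were seen, lay low on the HCT116 arrays. With miR-490-5p the match TCCATGA ranked 1 of 12455 words from the lowest, with a median log2 ratio of -0.24 over 92 probes, and ATCCATG ranked 4. With miR-490-3p the match CCAGGTT ranked 1 of 12477 words, with a median of -0.19 over 69 probes, and CAGGTTA ranked 27. On the miR-139 arrays the own seed matches had medians between -0.02 and 0.01, all within the range of random probe sets. This holds only if the miR-139 sequences used, which were not checked against a database, are right. Each match stayed on its side of the lowest 1% of words under every alternative run, although the median of CAGGTTA rose to 0.02 under median centring.

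**Figure D4:**
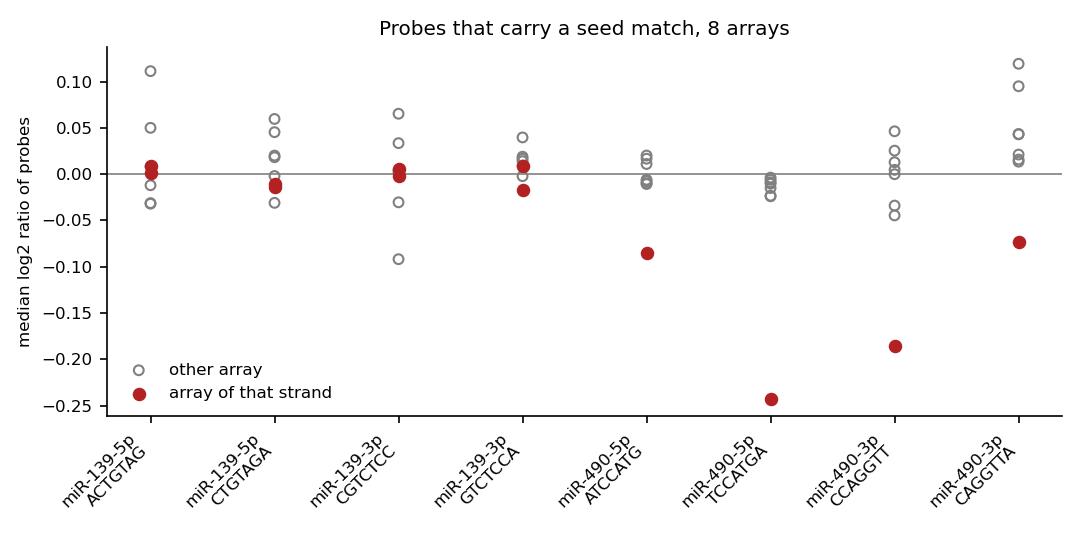
Median log2 ratio (vertical axis) of probes that carry each of 8 seed matches (horizontal axis), 1 point per array, filled for arrays of the strand that the match belongs to and open for the other arrays. TCCATGA lies at -0.24 and CCAGGTT at -0.19 on their own arrays.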

Values the study reported

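The study reported 249 possible target genes with a binding site for miR-490-3p from these array data and a target database, and 38 candidate genes after a filter on expression in colon cancer tissue. For 3 of these genes it reported an association with poor survival. The log2 ratios it listed on the miR-490-3p array were -1.0598125 for IRAK1, -1.5235968 for FUT1 and -2.3130598 for GPRIN2.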

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

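Both results below were singled out because every miR-139 array of one renal cancer line lay on one side of 0 and every array of the other line on the opposite side. The difference itself was not tested. The comparisons of gaps between and within the lines were chosen after the result was seen. The gene lists and the alternatives used here were set beforehand.

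The proliferation list lay above 0 on both A498 arrays (0.14 and 0.12) and below 0 on both 786-O arrays (-0.08 and -0.08), a difference of the means of 0.210 log2 units. A dye bias of the probes that is the same on all arrays would leave no gap between the lines, but the nearest arrays were 0.20 apart, against at most 0.0111 within a line. Normalization stays open. Under median centring, less the median of all genes, the nearest arrays of the lines were 0.1091 apart, hardly wider than the 0.1087 within a line. There 1 of the 786-O arrays moved to 0.01, so the opposite sides were not kept. Only the miR-139-5p array of 786-O stood apart from random lists under median centring (percentile 0.15). A difference between the cell lines in their response is a further open explanation, and cell line and mock culture cannot be separated here.

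The p53 target list lay at 0.18 and 0.06 in A498 and at -0.04 and -0.04 in 786-O, a difference of the means of 0.159. Of these 4 medians only the miR-139-5p array of A498 stood apart from random lists with normexp and loess. By the scanner log ratio both 786-O medians stood apart as well, at -0.110 (percentile 1.5) with miR-139-5p and -0.107 (percentile 1.87) with miR-139-3p. The A498 medians were 0.21 and 0.09 by that ratio. Neither dye bias nor normalization was excluded. With normexp and loess the nearest arrays of the lines were 0.0980 apart, less than the 0.115 between the A498 arrays. Under median centring less the median of all genes the opposite sides were kept, but the 0.192 between the lines was no wider than the 0.193 within A498. A cell line difference remains a hypothesis, and a chance difference between small medians was not tested.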

How the results depend on the processing

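The offset of 10, the fits of GINS1 with other filters, arrays, priors, blocks and dye correction, the search of words in probes and the list of endoplasmic reticulum (ER) stress genes were chosen after the data were seen. All other alternatives were set beforehand. Unless a cause is named, the cause was not tested.

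The si-GINS1 count of 1936 probes (1010 lower, 926 higher) became 75 with the scanner log ratio (59 lower, 16 higher), 2974 with median centring (285 lower, 2689 higher), 0 when only its own arrays were fitted (2544 at an unadjusted p under 0.05), 10517 with the mock as a random block (5039 lower, 5478 higher) and 0 with a variance trend and robust prior. Without each array in turn it lay between 6721 and 9468. There the remaining array takes its spread from the other groups, so the disagreement between the siRNAs leaves the fit by construction. The consensus correlation of the random block was -0.672. A shared mock would give a positive correlation, so this fit does not model one. The negative value narrows the SE of the mean of both siRNAs, for GINS1 from 0.15 to 0.076. The 10517 calls are therefore no evidence for a larger response. The other 6 alternatives gave between 1516 and 1864. GINS1 itself was lower in every alternative run, between -1.92 and -1.27. Its adjusted p in limma was over the limit with the scanner log ratio (-1.87, adjusted p 0.0560), with its own arrays only (-1.61, adjusted p 0.523) and with a variance trend and robust prior (-1.61, adjusted p 0.0506). In the other alternatives that kept both arrays the limma adjusted p lay between 0.000797 (mock as a random block) and 0.0390.

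The 3 calls for miR-139-5p became 7 with the scanner log ratio, 6 with the offset of 10 and 6 with its own arrays only. They became 0 with median centring, with both channels well above background, with no filter on dim probes, with the mock as a random block, with a variance trend and robust prior, and with dye bias removed, and lay between 0 and 0 without each array in turn. The 0 calls for miR-139-3p became 13 with the scanner log ratio, 4 with no background correction, 6 with the offset of 10, 7 with its own arrays only (5 lower, 2 higher) and 1 with 1 probe per gene. The contrast of the strands gave 0 calls throughout. Pairing the strands by cell line as a block gave 0 calls, with 63 at an unadjusted p under 0.05, and changed no call.

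Lower genes with miR-490-5p went from 232 to 806 with the scanner log ratio (1026 higher), 373 with no background correction (131 higher) and 425 with the offset of 10 (166 higher). Median centring gave 162 lower and 130 higher. With miR-490-3p the 142 became 843 with the scanner log ratio (868 higher), 255 with no background correction (153 higher), 70 with median centring (253 higher) and 283 with the offset of 10 (179 higher). The difference of the strands, 90 lower and 174 higher, became 1026 and 940 with the scanner log ratio, 220 and 341 with no background correction, 261 and 391 with the offset of 10, and 58 and 133 with the median of a gene's probes. Median centring gave 72 and 348. Of the candidates, 9 lay at or below -1, against 28 with the scanner log ratio, 17 with no background correction and 18 with the offset of 10. Their median stayed below random lists in all alternatives run. Genes past 1 between mock channels rose with no background correction to 9 in A498, 26 in 786-O, 12 in MDA-MB-231 and 26 in HCT116.

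On the other 6 arrays (miR-139-5p and miR-139-3p in A498, miR-139-5p and miR-139-3p in 786-O, siRNA 1, siRNA 2) the lower genes were 14, 34, 7, 5, 469 and 281. The scanner log ratio gave 298, 478, 238, 243, 1622 and 1212, and the offset of 10 gave 27, 87, 21, 27, 870 and 526. Higher genes were 0, 6, 0, 0, 215 and 130, against 426, 435, 229, 313, 1541 and 988 by the scanner log ratio. The balance of directions therefore depended on the processing. No background correction gave 21, 67, 14, 22, 792 and 483. Median centring gave 4, 22, 7, 4, 160 and 126, and 1569 higher genes with siRNA 1 against 215. Under median centring 353 genes were higher with siRNA 2 against 130, and 23 with miR-139-5p in A498 against 0. Median centring brought the median of genes well above background to 0.18 with siRNA 1 and 0.14 with miR-139-5p in A498.

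With dye bias removed 6 values changed sign that were either a list apart from random lists before and after or a named gene beyond its spread. They were C1QTNF5 with miR-139-5p (0.22) and miR-139-3p (0.17), ACTL8 with miR-490-3p (0.50), the study candidates with miR-139-3p in A498 (0.0575) and 786-O (0.15), and the ER stress list with miR-139-5p in A498 (0.19). For the lists the correction itself brings in the fall on the HCT116 arrays with the opposite sign, since it takes off their mean. Of 282 list values under alternatives, 235 stayed on their side of the random lists, 27 newly stood apart and 17 no longer did. Of 240 values of named genes, 93 moved by less than the spread and 144 by more without a change of sign. All 48 values of own seed matches stayed on their side of the rank limit.

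Signal over background limits the values of dim genes. Among the candidates the ratio with an offset of 50 lay above the scanner log ratio by a median of 0.75 in the 19 dimmer genes and 0.11 in the 19 brighter ones.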

Other observations

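Some tests below were set before the value they measure was seen. These were the comparisons of Cy3 channels, the limit for miR-139 seed matches, the residual correlation and the tests of the ER stress list. All others were chosen after the result was seen, and the ER stress list itself was written after the named genes were known.

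The replication and proliferation lists went apart on the si-GINS1 arrays. The replication list was 1.23 log2 units higher with siRNA 1 than with siRNA 2. Normalization was excluded as the source, since the gap was 1.51 under median centring less the median of genes well above background. A dye bias that is the same on both arrays would put the list on the same side of 0, but with siRNA 2 it lay at -0.71. A weaker knockdown by siRNA 1 would lower the list less, but the list rose to 0.52 there. Mock extracts that differ were excluded as the source, because the list differed by 0.000388 between the Cy3 channels against -1.19 between the Cy5 channels (siRNA 2 less siRNA 1). The gap therefore lies in the transfected RNA. A response particular to 1 of the siRNAs may explain it, as may a difference in culture or time of harvest. Each siRNA has 1 array, so these stay open.

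On the siRNA 1 array the word AAGTTGA was the lowest of 12615 words (median -0.20 over 92 probes). Choice of the lowest word among many was tested by taking the word from a random part of the genes and measuring it in the others. There its median was -0.20, below all 10000 random probe sets, and with dye bias removed -0.19. Loss of GINS1 itself would lower the word on the siRNA 2 array too, where GINS1 fell further, but it lay at 0.0393 there. A seed match of siRNA 1 may be the source, since AAGTTGA ranked 1 in the genes not used to choose it, but the siRNA sequence is not in the labels, so this cannot be decided. On the siRNA 2 array the lowest word, CCTGTAT, stood at the 10.3 percentile in the genes not used to choose it, and at the 2.05 percentile with dye bias removed, so that word stays undecided.

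Seed matches of the transfected strand lay lowest on the HCT116 arrays. Dye bias of the probes was argued against by their ranks with it removed, both no higher than 1. A transfection or mock common to both arrays would lower each match on the array of the other strand as well, but the lower of those medians was -0.0446 (CCAGGTT with miR-490-5p). Action of the transfected strand remains a hypothesis, since the rank of 1 without the correction is the pattern itself and does not test it. When the lowest word was taken from a random part of the genes, miR-490-5p gave TCCATGA, which ranked 1 of 9635 in the other genes with and without the dye correction (medians -0.17 and -0.28). Without the correction miR-490-3p gave GGGGAGG, a word also low on the miR-139-5p array in A498, and with the correction it gave CCAGGTT, which ranked 16 of 9662 in the other genes.

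Probes with miR-139 seed matches did not lie low on the miR-139 arrays. Too few probes or too wide a spread do not explain this, since the lowest of the 2.5 percentile limits of matched random sets was -0.0709, well inside the shift of -0.19 seen for CCAGGTT with miR-490-3p. A weaker shift, a lower uptake, or few expressed targets remain possible and were not tested. The GT repeat GTGTGTG was among the 3 highest words on 7 of the arrays and on none with dye bias removed.

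The interferon response list was low with miR-139-3p in A498 and high with miR-490-3p in HCT116. After removal of dye bias the former stayed at -0.91. Mock extracts that differ were excluded in both lines, since the Cy3 channels differed by -0.0108 in A498 (miR-139-3p less miR-139-5p, against -0.41 in the ratio) and by -0.0116 in HCT116 (miR-490-3p less miR-490-5p, against 0.34). A mock common to both A498 arrays with a raised interferon response may still lower the list on both, where it lay at -0.28 with miR-139-5p. A response of the cells to the transfected RNA stays open as well.

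The 786-O arrays, which carried different strands, had the highest correlation across genes of all pairs, 0.586, with normexp and loess. It was not the highest by the scanner log ratio (0.348, against 0.390 for the HCT116 pair) or under median centring. Dye bias common to all arrays was removed by regression on the mean of the MDA-MB-231 and HCT116 arrays, which left 0.562, so it is not the whole source. A shared mock gave 0.228 in simulation, but the simulation assumes how the spread divides between mock and transfected RNA, and 0.5 is its value with no measurement error. A shared mock and a response to transfection common to both strands cannot be told apart, because every array of 786-O may have the same mock.

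The 3 probes called under miR-139-5p lay below 0 on all 8 arrays, at -0.92 or lower, which is consistent with a dye bias of these probes. Of 20644 probes well above background everywhere, 3 lay at or below -1 on all arrays and 0 at or above 1. These were the called probes of ACTL8 and C1QTNF5 and a probe with no gene name, but not that of SMAD1-AS1.

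The count of candidates at or below -1 here was 9 of 38. That is lower than the number of candidates quoted from the study above. The log2 ratio of IRAK1 was -0.63 here. That is a smaller fall than the value quoted from the study above. The log2 ratio of GPRIN2 was -0.59 here. That is a smaller fall than the value quoted from the study above. The values listed by the study for IRAK1, FUT1 and GPRIN2 are those of the deposited scanner log ratio to the fifth decimal, so the gap for these genes is one of processing. Shrinkage of dim probes by the offset may be part of it, since the difference of the 2 ratios was 0.64 wider in the dimmer genes than in the brighter ones. By the scanner log ratio 28 of 38 lay at or below -1 with the probe used here, and 38 of 38 with any probe of a gene. Choice of probe is therefore part of the gap in the count as well.

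The lowest genes with miR-490-5p included HSPA5, PDIA4 and ASNS, so a list of 12 other ER stress genes was set on each array. Its median was -1.18 with miR-490-5p and -1.10 with miR-490-3p, below all 10000 random lists on both, and between -0.24 and 0.23 on the other 6 arrays. Removal of dye bias left it at -1.18. Mock extracts that differ were excluded, since the Cy3 channels differed by 0.000530 (miR-490-3p less miR-490-5p). A mock common to both HCT116 arrays predicted an equally low list on the miR-490-3p array, which the -1.10 there met, so stressed mock cells are a candidate explanation. A fall caused by transfection of either strand predicts the same and stays open. Candidates such as HYOU1 (-0.91 with miR-490-3p, -0.99 with miR-490-5p), STT3A and HKDC1 fell on both arrays. Of the 38 candidates, 12 fell on the miR-490-5p array by more than 50% of their fall with miR-490-3p. For 3 of these the fall with miR-490-3p was small (SLC5A1 -0.14, CYP4F2 -0.13, PPP1R1B -0.13) and at least 1 channel was not well above background. IRAK1 was among the 12 here but not by the scanner log ratio (-0.50 against -1.06), so the count depends on the processing.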
